A study of Mus musculus with 6 samples. Its data were reported in "Egr2 drives the differentiation of Ly6Chi monocytes into fibrosis-promoting macrophages in metabolic dysfunction-associated steatohepatitis in mice" (2024).

How the data were processed

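Gene expression was measured by RNA-seq in 2 subsets of Tim4-negative, monocyte-derived liver macrophages sorted from wild type mice on CDA-HFD, a high-fat diet without choline that induces MASH. CD11c hiMincle hi macrophages (n = 3 libraries) and CD11c loMincle lo macrophages (n = 3 libraries) were told apart by surface CD11c and Mincle. The group and number of each library were taken from its title, which calls it a biological replicate. The sources used here do not say that libraries with the same number came from the same mouse, so p-values of single genes measure the spread between these 6 libraries. P-values of gene lists from camera with its preset correlation, described below, rest mostly on the spread between genes and do not measure that between libraries.

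The authors selected polyadenylated RNA, made strand-specific libraries and sequenced both ends of each fragment. They trimmed the reads with Trimmomatic 0.39.0, aligned them to GRCm38 with HISAT2 2.2.1, removed PCR duplicates with Picard and counted reads per gene with featureCounts 2.0.1. The deposited values are TPM, computed by the authors from those counts and gene lengths of the mm10 assembly. The annotation release and the strand setting of the counting are not given in the sources used here. The table held 16503 genes by symbol, and its lowest mean over the 6 libraries was 1.00 TPM. It listed 0 of 13 mitochondrially encoded genes sought. TPM sums ran from 996785 to 997771 per library, and the highest single value was 1382 TPM.

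TPM keeps no depth, so depth was estimated from the step between low values. Gene coordinates and exon lengths came from GENCODE mouse release 21 on GRCm38, in which 16104 genes (97.6%) had a unique symbol. With these lengths, low values lay within 0.05 of a whole multiple of the step of their library in 75.5% to 82.6% of cases, against 10% by chance. One step may be a read or a read pair. The steps gave 7.15 to 7.81 M estimated reads (M for mega) per CD11c hiMincle hi library and 7.01 to 8.14 M per CD11c loMincle lo library. These estimates leave out genes without a unique symbol and rest on a release that the authors may not have used. The 100 most abundant genes took 5.78% to 6.46% of all TPM. All library pairs differed in their values.

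Expression was tested as log2(TPM + 1) with limma 3.58.1 in R 4.3.3. The model used linear models with empirical Bayes moderation and a mean-variance trend on all 16503 genes and both groups, two-sided. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called. Fold changes are CD11c hiMincle hi minus CD11c loMincle lo on the log2(TPM + 1) scale, which understates the change of low genes. The main model had no term for the replicate number, since the study states no pairing for its RNA-seq. For qPCR and cytokine secretion of these subsets the study did use paired tests. The numbers were then checked for pairing. Deviations from the group means correlated over genes at 0.36, 0.20 and 0.12 for the libraries numbered 1, 2 and 3, and each library correlated best with the library of its own number in the other group. With so few libraries such a match can also arise by chance, so it does not settle the pairing alone. The numbers were taken to pair the libraries on the values together with the numbers shared between the groups in titles and sample descriptions. The main model leaves this pairing out, and it called 202 genes against 564 with the replicate number as a block. A gene that did not pass in the main model may therefore still differ within pairs. Results with the replicate number as a block are given where they change a call or move a count by more than 1.5 times.

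Gene lists were tested with camera (preset inter-gene correlation 0.01) on the same model, two-sided, with Benjamini-Hochberg adjustment within each family of lists. The 4 signature lists, for hLAMs, moKCs, scar-associated macrophages (SAMs) and Kupffer cells (KCs), came from the supplement of the study, which took them from earlier work. As labelled there, the hLAM list held 86 genes and the moKC list 526 after 1 date-like entry was left out. In a figure legend of the study the sizes of these lists stand the other way round, and the labels of the supplement were followed. A further 26 functional lists, 17 lists of markers of other cell types, the sort gate genes and 2 technical lists were composed from general knowledge. List symbols were matched without regard to case, and 11 older symbols were matched through synonyms. A list's count of called genes is also given adjusted over the list alone. The tests, the lists, the alternatives and the rule for naming genes were set before the data were examined, unless the text says otherwise. The rule took the 12 largest rises and 12 largest falls among called genes with at least 10 TPM in the higher group and no overlap between the groups, leaving out unnamed gene models. It also took the gate genes and a fixed selection of genes taken from the study for these subsets, whatever their result. From each list it took up to 4 members with the smallest p or, where fewer than 2 passed, the members with the highest mean TPM.

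The model was tested on simulated data before use. In 5 simulations of this comparison over 16503 genes, 200 genes were changed. It called 24.8% of genes changed by 0.5 on the log2 scale, 55.5% of those changed by 1 and 84.5% of those changed by 2. Unchanged genes made up 13.1% of the calls, and 5.98% of the calls among genes with a mean of 10 reads or more. Of the sets of 60 genes, camera called 5 of 5 that were shifted by 0.3 and 0 of 5 that were not. Simulated genes varied independently of each other, unlike those of several lists. In the data, estimated inter-gene correlations were 0.18 for the hLAM signature and 0.39 for the type I interferon list. The simulated sets therefore do not test the preset correlation.

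Alternatives were a pseudocount of 0.1 or 5, a minimum mean of 5 TPM, no filter, median-ratio size factors, limma without the trend, library quality weights, the replicate block, each library left out in turn, a 2-fold minimum, camera with an estimated correlation, fry, preranked enrichment with fgsea 1.28.0, and signature lists without genes shared with opposing lists. Alternatives chosen after seeing the data were a minimum of 10 estimated reads with and without the block, limma-voom on the estimated reads, both libraries of a number left out, and camera with an estimated correlation and the block. Fry was also run with the block, which is not counted among these alternatives. Reads were not analysed here. Plots were made with matplotlib 3.10.9 in python 3.11.15, with numpy 2.4.6 and pandas 2.3.3.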

Results

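CD11c hiMincle hi macrophages of MASH liver were compared with their CD11c loMincle lo counterparts by RNA-seq, in 3 libraries each. The study asked whether these sorted subsets correspond to hLAMs, the lipid-associated macrophages of the liver, and to moKCs, the monocyte-derived cells that take on Kupffer cell features. Each library held between 7.01 and 8.14 M estimated reads (M for mega) over 16503 genes. Levels below are means ± SD in TPM with n = 3, CD11c hiMincle hi macrophages first, and fold changes are on the log2(TPM + 1) scale with their standard errors.

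Single genes of coagulation, collagen breakdown and fatty acid binding rose in CD11c hiMincle hi macrophages, and the genes of 3 monocyte chemokines fell. F7, which encodes coagulation factor VII, was at 269 ± 11.7 against 44.1 ± 27.8 TPM, a log2 fold change of 2.74 ± 0.35 (adjusted p = 0.0198). Ctsk, which encodes the collagen-degrading protease cathepsin K, was at 141 ± 20.9 against 28.5 ± 12.4 TPM (log2 fold change 2.36 ± 0.32, adjusted p = 0.0242). Fabp5, which encodes a fatty acid-binding protein, was at 300.2 ± 14.4 against 147 ± 13.4 TPM (log2 fold change 1.03 ± 0.08, adjusted p = 0.00467). Ccl2, which encodes the main chemoattractant of monocytes, was at 91.9 ± 16.1 against 235 ± 21.3 TPM (log2 fold change -1.36 ± 0.13, adjusted p = 0.00834). With limma, 127 genes rose and 75 fell in CD11c hiMincle hi macrophages, and 53 and 33 of these changed by 2-fold or more. In all 202 genes the libraries of the groups did not overlap, which passing the test with n = 3 nearly implies, so it adds no support to the calls. Over all genes it held for 18.5%, against 10% by chance. With the replicate number as a block, 275 genes rose and 289 fell, including all 202. The counts depended on each library, since 4 to 41 genes rose and 2 to 53 fell when 1 library was left out, and on the variance model, since 8 rose and 11 fell without the trend.

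**Figure D1:**
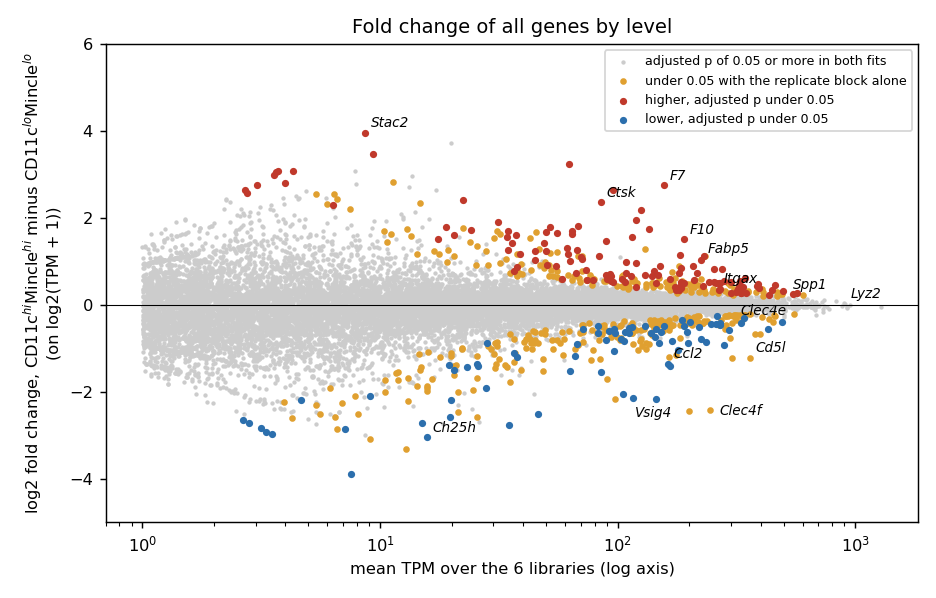
Log2 fold change (CD11c hiMincle hi minus CD11c loMincle lo, on log2(TPM + 1)) of each of the 16503 genes against its mean TPM over the 6 libraries on a log axis. Red and blue points are the 127 genes that rose and the 75 that fell, orange points passed only with the replicate block, and Clec4f and Vsig4 are among the orange points.

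The largest rises among named genes included genes of membrane transport, cell fusion and the cell surface. Stac2, which encodes an adaptor of voltage-gated calcium channels, was at 13.7, 22.7 and 15.2 TPM in CD11c hiMincle hi libraries and at 0, 0.504 and 0 TPM in CD11c loMincle lo libraries (log2 fold change 3.96 ± 0.40, adjusted p = 0.0110). Slc36a2, a proton-coupled amino acid transporter, was at 17.9 ± 3.35 against 0.811 ± 0.702 TPM, and Vsig8, an immunoglobulin domain protein, at 111 ± 22.4 against 13.3 ± 9.31 TPM. Dcstamp, the fusion protein of osteoclasts and giant cells, was at 164 ± 50.9 against 27.7 ± 15.7 TPM (log2 fold change 2.65 ± 0.42, adjusted p = 0.0330). The heparan sulfate proteoglycan genes Sdc1 (202 ± 33.2 against 48.4 ± 24.8 TPM) and Gpc1 (106 ± 23.3 against 29.7 ± 6.50 TPM) rose, as did Il7r (80.4 ± 9.11 against 23.3 ± 7.43 TPM), which encodes the receptor of interleukin-7. Ceacam19 (38.1 ± 4.12 against 6.53 ± 2.30 TPM), the adhesion receptor gene Adgrg3 (11.3 ± 3.91 against 1.44 ± 0.462 TPM) and the nonclassical MHC gene H2-M2 (191 ± 60.9 against 49.1 ± 16.1 TPM) rose as well. With F7 and Ctsk these were the 12 largest rises at 10 TPM or more, unnamed transcripts aside.

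The largest falls among named genes included genes of oxysterol synthesis, extracellular matrix and innate recognition. Ch25h, which encodes cholesterol 25-hydroxylase, was at 2.94 ± 1.88 against 28.6 ± 5.50 TPM (log2 fold change -3.04 ± 0.45, adjusted p = 0.0253). Col14a1, which encodes a fibril-associated collagen, was at 8.57 ± 3.97 against 61.2 ± 6.59 TPM (log2 fold change -2.77 ± 0.28, adjusted p = 0.0110). The chemokine genes Ccl12 (13.7 ± 6.52 against 78.9 ± 24.6 TPM) and Ccl7 (42.8 ± 19.2 against 168 ± 25.8 TPM) lie beside Ccl2 on chromosome 11, with starts at 82035571 for Ccl2, 82045712 for Ccl7 and 82101845 for Ccl12. The lectin gene Fcna (51.9 ± 22.2 against 238 ± 101 TPM), the Fc receptor-like gene Fcrls (44.6 ± 25.5 against 187 ± 47.7 TPM) and the interferon-inducible gene Ifi208 (6.71 ± 2.75 against 32.9 ± 6.25 TPM) fell, the last with near-identical neighbours that could share its reads. Dlx2 (0.972 ± 0.274 against 13.3 ± 1.94 TPM), a homeobox gene, Sectm1a (3.41 ± 1.61 against 26.8 ± 3.44 TPM), Chp2 (4.90 ± 2.84 against 34.6 ± 18.1 TPM) and the phosphatase gene Ptprm (2.79 ± 0.892 against 15.4 ± 5.11 TPM) also fell. Mir6939, a microRNA precursor, was listed at 0 in the 3 CD11c hiMincle hi libraries and at 23.6, 13.7 and 7.89 TPM in the CD11c loMincle lo libraries, with a mean of 1 estimated read.

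The genes of the sort antibodies did not change alike. Itgax (chromosome 7, 128129547 to 128150657), which encodes CD11c, was at 327 ± 12.6 against 183 ± 12.6 TPM (log2 fold change 0.83 ± 0.06, adjusted p = 0.00467). Clec4e (chromosome 6, 123281789 to 123289870), which encodes Mincle, was at 365 ± 52.0 against 316 ± 60.8 TPM, with a log2 fold change of 0.22 ± 0.16 that did not pass (adjusted p = 0.655), and it was higher in CD11c hiMincle hi macrophages in 3 of 3 pairs. Of the 7 gate genes, 1 rose, 0 fell and 6 did not pass. The counts adjusted over the list alone were the same. Adgre1, which encodes F4/80, was at 511 ± 44.2 against 596 ± 41.3 TPM and passed as lower only with the replicate block (adjusted p = 0.0422). The integrin gene Itgam was at 52.2 ± 4.78 against 45.2 ± 6.44 TPM and Ptprc, which encodes CD45, at 364 ± 4.81 against 383 ± 33.1 TPM. Ly6c2, a monocyte marker, was at 54.3 ± 34.7 against 57.4 ± 38.1 TPM, and Timd4, which encodes Tim4, at 1.06 ± 1.84 against 2.35 ± 1.48 TPM with a mean of 6.67 estimated reads. Neither passed. As a group the gate genes did not pass camera (adjusted p = 0.393).

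**Figure D2:**
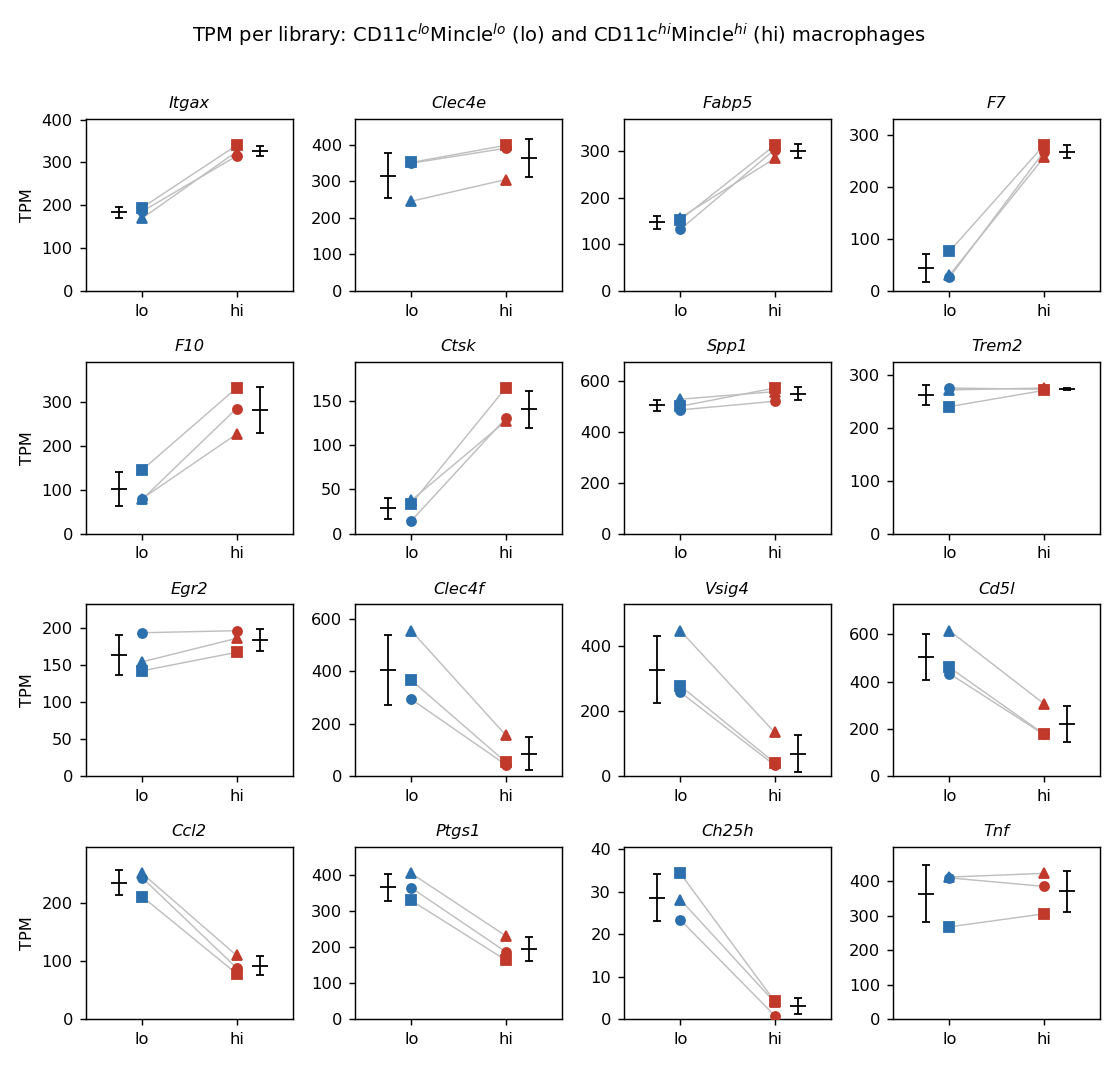
TPM of 16 genes in each library, with circles, squares and triangles for replicates 1, 2 and 3, grey lines joining libraries of the same number, and bars for the mean ± SD of 3 libraries. Itgax, F7, Fabp5 and Ctsk lie apart in the groups, Ccl2 lies lower in all CD11c hiMincle hi libraries, and Clec4e and Egr2 overlap.

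Egr2, the transcription factor at the centre of the study, did not pass. It was at 183 ± 14.8 against 163 ± 26.8 TPM (log2 fold change 0.17 ± 0.12, adjusted p = 0.628, and 0.278 with the block) and was higher in CD11c hiMincle hi macrophages in 3 of 3 pairs. Egr1 was at 339.9 ± 39.2 against 354 ± 62.0 TPM (adjusted p = 0.940). The osteopontin gene Spp1 was at 550.4 ± 27.0 against 505 ± 21.4 TPM (log2 fold change 0.12 ± 0.05, adjusted p = 0.350) and the lipid receptor gene Trem2 at 272 ± 2.24 against 262 ± 19.3 TPM (adjusted p = 0.780), and neither passed in either model. Over all genes the SD of log2 differences was 0.41 at 20 to 50 TPM, 0.21 at 200 to 400 TPM and 0.14 above 400 TPM. Whether duplicate removal keeps differences of abundant genes small, here and below, is left open under the other observations. Among the other hLAM genes that the study names, Gpnmb (445 ± 12.3 against 330.3 ± 19.4 TPM), the tetraspanin gene Cd63 (374 ± 11.7 against 287 ± 14.3 TPM), the macrophage elastase gene Mmp12 (314 ± 4.90 against 223 ± 30.7 TPM), Emp1 (158 ± 21.7 against 80.6 ± 10.3 TPM) and F10 (281 ± 52.6 against 101 ± 38.2 TPM) rose. F10, which encodes coagulation factor X, starts at 13037308 on chromosome 8, next to F7 (chromosome 8, 13026034 to 13035809). Cd9 (499 ± 7.42 against 434 ± 25.8 TPM), Cd36 (454 ± 16.6 against 353 ± 31.7 TPM) and Lpl (524 ± 11.9 against 436 ± 40.1 TPM) passed as higher only with the block, at adjusted p = 0.0493, 0.0110 and 0.0367. The cytokine genes Tnf (372 ± 60.2 against 364 ± 83.0 TPM) and Il6 (16.0 ± 2.97 against 30 ± 8.49 TPM) and the gene Siglecf (35.0 ± 12 against 21.4 ± 3.84 TPM) passed in neither model. For these cytokines the study measured secreted protein after stimulation with lipopolysaccharide, and found less TNFα from CD11c loMincle lo macrophages. The RNA levels of sorted cells given here are a different measure and do not test that result.

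The 8 Kupffer cell and moKC genes of the fixed selection had lower means in CD11c hiMincle hi macrophages. Of these 1 passed in the main model and all 8 passed with the block. Ptgs1, which encodes cyclooxygenase-1, was at 194 ± 34.2 against 366 ± 37.6 TPM (log2 fold change -0.92 ± 0.13, adjusted p = 0.0242) and passed in the main model. Clec4f, the lectin by which Kupffer cells are commonly defined, was at 85.1 ± 62.4 against 405 ± 135 TPM, a log2 fold change of -2.42 ± 0.45 (adjusted p = 0.0519, and 0.00242 with the block). Cd207, which encodes langerin and is next to Clec4f on chromosome 6, was at 186 ± 77.7 against 418 ± 55.9 TPM (adjusted p = 0.0641, and 0.00589 with the block). The scavenger protein gene Cd5l (221 ± 74.7 against 503 ± 97.9 TPM), the platelet receptor gene Clec1b (109.6 ± 34.5 against 244 ± 61.2 TPM), the iron exporter gene Slc40a1 (308 ± 56.7 against 487 ± 82.6 TPM), Il18bp (106 ± 19.6 against 173 ± 41.8 TPM) and the adhesion gene Vcam1 (116 ± 27.5 against 172 ± 47.9 TPM) also passed as lower only with the block. Their adjusted p were 0.0502, 0.0640, 0.111, 0.146 and 0.338 in the main model, and 0.00164, 0.00164, 0.00164, 0.00552 and 0.00962 with the block. In CD11c hiMincle hi macrophages, Clec4f was at 44.2, 54.2 and 157 TPM in replicates 1, 2 and 3.

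The hLAM signature was higher in CD11c hiMincle hi macrophages. Of 86 measured genes 26 rose, 0 fell and 60 did not pass, with a median log2 fold change of 0.28 (camera adjusted p = 1.84e-32). The call was lost at adjusted p = 0.0619 with an estimated correlation and held at adjusted p = 0.0115 with an estimated correlation and the block. In the list, 50 rose and 1 fell adjusted over the list alone. With the block over all genes 43 rose and 0 fell. Besides Fabp5, the annexin genes Anxa1 (415 ± 7.86 against 269.7 ± 13.7 TPM), Anxa4 (454 ± 15.3 against 324 ± 8.39 TPM) and Anxa2 (530.2 ± 22.6 against 387 ± 2.90 TPM), whose products bind membrane phospholipids, were among its rises. The SAM signature, which shares 14 genes with the hLAM signature, passed upward with 9 of 46 measured genes rising, 0 falling and 37 not passing. Its median log2 fold change was 0.07 (camera adjusted p = 1.49e-05, and adjusted p = 0.248 with an estimated correlation), and 13 rose and 2 fell adjusted over the list alone. Without CD11c loMincle lo replicate 2 the call was lost at a median of 0.017 (adjusted p = 0.0927), and without CD11c loMincle lo replicate 3 the median was 0.11. With the block 11 rose and 3 fell. The list passed fry (adjusted p = 0.0498) but not fry with the block (adjusted p = 0.120). Fn1, which encodes fibronectin (316 ± 27.2 against 146 ± 27.4 TPM), and the galectin-3 gene Lgals3 (548 ± 14.5 against 442 ± 15.8 TPM) were among its rises with Fabp5 and Gpnmb.

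The moKC signature was lower in CD11c hiMincle hi macrophages. Of 523 measured genes 1 rose, 19 fell and 503 did not pass, with a median log2 fold change of -0.16 (camera adjusted p = 1.04e-16). The adjusted p was 0.15 with an estimated correlation, and 0.0115 with an estimated correlation and the block. In this list, 9 rose and 101 fell adjusted over the list alone, and 3 rose and 101 fell with the block over all genes. Examples were the interferon regulator gene Irf7 (234 ± 15.3 against 353 ± 23.6 TPM), the formyl peptide receptor gene Fpr1 (139.9 ± 18.9 against 256 ± 20.4 TPM), Fgd2 (226 ± 8.76 against 311 ± 15.6 TPM) and Klra2 (117 ± 1.65 against 242 ± 22.0 TPM), a member of a gene family whose copies could share reads. The KC signature, which shares 89 genes with the moKC signature, had 1 of 118 measured genes rising, 7 falling and 110 not passing, and 5 rising and 38 falling adjusted over the list alone. With the block 2 rose and 32 fell. Its median log2 fold change was -0.16 (camera adjusted p = 1.31e-11, and adjusted p = 0.246 with an estimated correlation). The call was lost with fry (adjusted p = 0.0588) and held with fry and the block (adjusted p = 0.0133). The median was -0.10 without CD11c hiMincle hi replicate 2 and -0.09 without CD11c loMincle lo replicate 3. The protease gene Ctsc (425 ± 21 against 557 ± 19.2 TPM) and the sialic acid receptor gene Siglece (169 ± 27.5 against 302 ± 15.7 TPM) fell with Irf7, and Ear2 (269 ± 21.2 against 147 ± 25.7 TPM), a ribonuclease gene with close paralogs, rose.

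**Figure D3:**
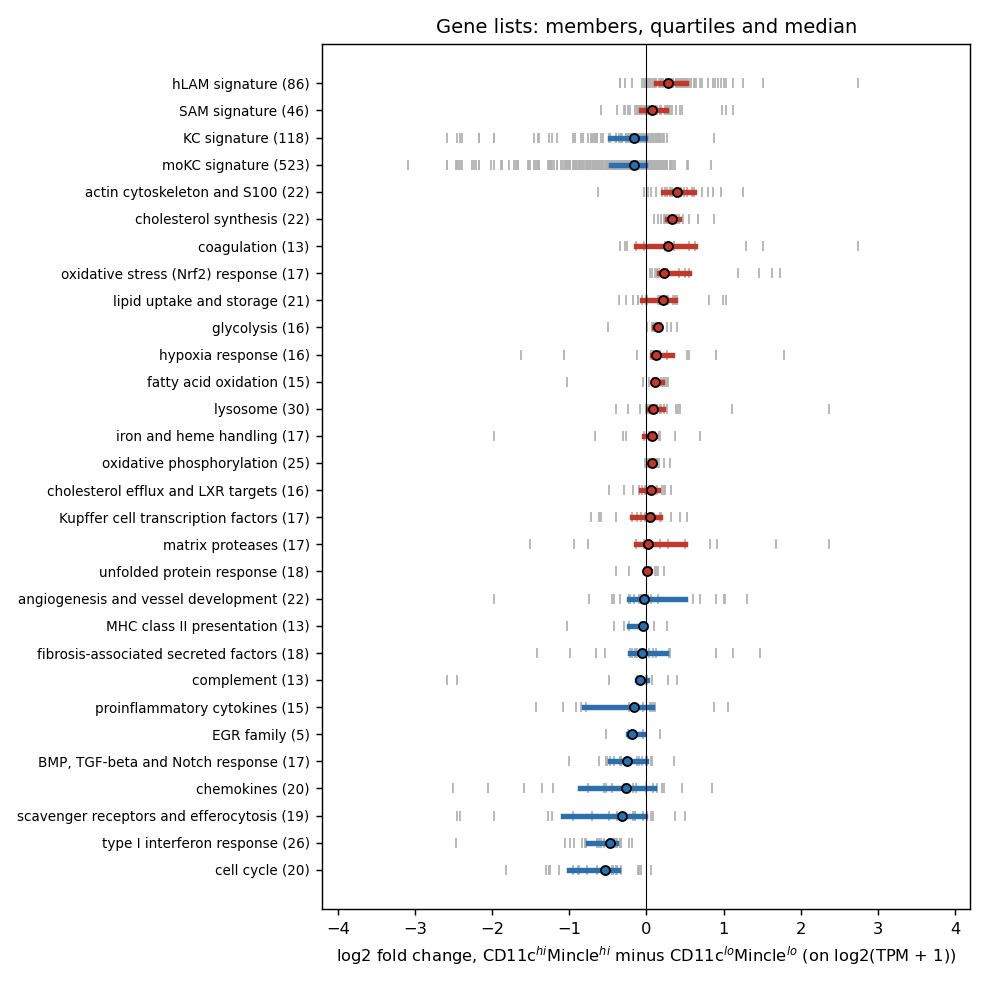
Log2 fold change (CD11c hiMincle hi minus CD11c loMincle lo, on log2(TPM + 1)) of the genes in each signature and functional list, with the median of each list marked. The medians were 0.28 for the hLAM signature, -0.16 for the moKC signature, -0.48 for the type I interferon response and 0.40 for the actin cytoskeleton and S100 list.

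The actin and S100, Nrf2 and lipid uptake lists passed upward, each with part of its genes rising. Of the 22 actin cytoskeleton and S100 genes 11 rose, 0 fell and 11 did not pass, among them Ahnak (71.0 ± 4.0 against 29.4 ± 3.22 TPM), a large scaffold protein, and the 3 annexin genes above. The hLAM signature holds 17 of these 22 genes. Adjusted over the list alone 16 rose and 0 fell, and the median log2 fold change was 0.40 (camera adjusted p = 2.89e-20, and adjusted p = 0.0533 with an estimated correlation). Of 17 Nrf2-dependent oxidative stress genes 3 rose, 0 fell and 14 did not pass, and 8 rose with the block. A further count was 12 rising and 0 falling adjusted over the list alone. The rises were Akr1b8 (209 ± 20.3 against 63.0 ± 15.7 TPM), Ptgr1 (132 ± 26.6 against 47.1 ± 7.29 TPM) and the glutathione reductase gene Gsr (391 ± 29.9 against 267 ± 20.2 TPM), and the quinone reductase gene Nqo1 was at 48.1 ± 5.03 against 15.8 ± 6.83 TPM (adjusted p = 0.0527, and 0.0135 with the block). The list passed at adjusted p = 4.44e-15, and at adjusted p = 0.139 with an estimated correlation it did not. Of 21 lipid uptake and storage genes 5 rose, 0 fell and 16 did not pass, and 8 rose with the block. The rises included Fabp4 (145 ± 28.4 against 72.0 ± 7.71 TPM), the sterol acyltransferase gene Soat1 (202 ± 4.67 against 159.6 ± 1.27 TPM) and the lipid droplet gene Plin3 (136 ± 1.2 against 103 ± 1.71 TPM), with 8 rising and 0 falling adjusted over the list alone. The list passed at adjusted p = 1.71e-05 (adjusted p = 0.0936 with an estimated correlation).

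None of the 22 cholesterol synthesis genes passed singly, while all 22 lay above 0 with a median log2 fold change of 0.34. The list passed camera at adjusted p = 6.53e-12 (adjusted p = 0.134 with an estimated correlation), 11 rose and 0 fell adjusted over the list alone, and 4 rose with the block. The sterol oxidase gene Msmo1 was at 198 ± 5.04 against 165 ± 23.9 TPM (adjusted p = 0.311) and the regulator gene Srebf2 at 183 ± 11.5 against 157 ± 17.1 TPM (adjusted p = 0.361). Of 30 lysosome genes 3 rose (Ctsk, Cd63 and Gpnmb), 1 fell (Ctsc) and 26 did not pass, with 7 rising and 2 falling adjusted over the list alone. With the block 5 rose and 2 fell, and the list passed at adjusted p = 2.25e-06 (adjusted p = 0.298 with an estimated correlation). Its median of 0.09 was 0.04 without CD11c loMincle lo replicate 2. Of 17 matrix protease genes 4 rose, 0 fell and 13 did not pass, namely Ctsk, Mmp12, the sheddase gene Adam8 (354 ± 7.71 against 199 ± 11.9 TPM) and Mmp19 (77.1 ± 21 against 22.8 ± 0.812 TPM). There, 6 rose and 1 fell adjusted over the list alone, and 6 rose and 2 fell with the block. The median of the list was 0.02, its mean 0.19 and its adjusted p 0.00509 (adjusted p = 0.139 with an estimated correlation). With 1 library left out the median ran from 0.02 to 0.11. Of 13 coagulation genes 2 rose (F7 and F10), 0 fell and 11 did not pass, with 4 rising and 0 falling both adjusted over the list alone and with the block (adjusted p = 0.00583, and adjusted p = 0.230 with an estimated correlation). The protein C receptor gene Procr was at 183 ± 50.9 against 77.8 ± 38.8 TPM (adjusted p = 0.00688 with the block) and the urokinase receptor gene Plaur at 447 ± 22.5 against 368 ± 28.7 TPM (adjusted p = 0.0257 with the block).

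Genes of energy metabolism shifted by little. Of 16 hypoxia response genes 2 rose, 0 fell and 14 did not pass, the rises being the vessel growth factor gene Vegfa (197 ± 16.6 against 105 ± 9.98 TPM) and the repressor gene Bhlhe40 (301 ± 15.6 against 209 ± 23.9 TPM). Adjusted over the list alone 2 rose and 0 fell (list adjusted p = 0.0109, and adjusted p = 0.245 with an estimated correlation). Without CD11c hiMincle hi replicate 2 the hypoxia list missed the threshold (adjusted p = 0.0522), and the glycolysis median was 0.09. Of 16 glycolysis genes 0 rose, 1 fell and 15 did not pass, although the median log2 fold change was 0.15 and the list passed upward (adjusted p = 0.00044, and adjusted p = 0.322 with an estimated correlation). The counts were 3 rising and 1 falling adjusted over the list alone. Ldha, which encodes lactate dehydrogenase, was at 507 ± 21.2 against 481 ± 4.36 TPM and the pyruvate kinase gene Pkm at 430.4 ± 12.4 against 388 ± 14.3 TPM. The 25 oxidative phosphorylation genes had a median of 0.07 and 0 called genes in either model and adjusted over the list alone. The list passed at adjusted p = 8.86e-05, and not at adjusted p = 0.245 with an estimated correlation. The ATP synthase gene Atp5b was at 567 ± 25.3 against 543 ± 17.8 TPM and Sdha at 373 ± 14.3 against 338 ± 5.84 TPM. The 15 fatty acid oxidation genes had a median of 0.11 and 0 called genes, with 4 rising and 0 falling adjusted over the list alone (list adjusted p = 0.000222, and adjusted p = 0.198 with an estimated correlation). The carnitine transferase gene Cpt1a was at 214 ± 1.09 against 180.3 ± 6.61 TPM and Echs1 at 304 ± 17.0 against 265 ± 4.72 TPM.

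The lists of the type I interferon response, chemokines and the BMP, TGF-beta and Notch response passed downward, each with 2 to 4 genes falling. All 26 type I interferon genes lay below 0, with a median log2 fold change of -0.48. Of these 3 fell, 0 rose and 23 did not pass, and 17 fell with the block. Adjusted over the list alone 23 fell and 0 rose (camera adjusted p = 5.41e-21, and adjusted p = 0.139 with an estimated correlation). The falls were Irf7, Usp18 (108 ± 13.9 against 168 ± 8.29 TPM), a brake on interferon signalling, and the chemokine gene Cxcl10 (221 ± 20.4 against 300.0 ± 13.3 TPM), while Ifit3 was at 87.6 ± 22.5 against 167 ± 19.7 TPM (adjusted p = 0.0502, and 0.00537 with the block). Of 20 chemokine genes 4 fell (Ccl2, Ccl7, Ccl12 and Cxcl10), 0 rose and 16 did not pass, with 2 rising and 5 falling adjusted over the list alone (list adjusted p = 0.00461, and adjusted p = 0.221 with an estimated correlation). Without CD11c loMincle lo replicate 1 the chemokine list missed the threshold (adjusted p = 0.0708). With the block 1 rose and 4 fell. Of 17 genes of the BMP, TGF-beta and Notch response 2 fell, 0 rose and 15 did not pass, and 3 fell with the block. These were the Notch target Hes1 (181 ± 14.3 against 258 ± 16.1 TPM) and the BMP target Id1 (154 ± 17.7 against 236 ± 13.1 TPM), and 0 rose and 6 fell adjusted over the list alone (list adjusted p = 0.00019, and adjusted p = 0.245 with an estimated correlation).

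Lists of proliferation, scavenging, complement and cytokines passed camera downward with 0 called genes each in the main model. The 20 cell cycle genes had a median of -0.54 (adjusted p = 4.32e-05, and adjusted p = 0.365 with an estimated correlation), and 0 rose and 0 fell adjusted over the list alone. The median was -0.93 without CD11c hiMincle hi replicate 3 and -0.84 without CD11c loMincle lo replicate 1, and the list was lowest in replicate 1 of both groups (median 11.4 and 23.9 TPM). The replication gene Mcm3 was at 171 ± 21.4 against 183 ± 16.2 TPM, Pcna at 152 ± 13.9 against 146 ± 10.7 TPM, and the thymidine kinase gene Tk1 at 92.8 ± 15.2 against 121 ± 13.7 TPM (adjusted p = 0.0465 with the block). The 19 scavenger receptor and efferocytosis genes had a median of -0.32 (adjusted p = 0.00385, and adjusted p = 0.322 with an estimated correlation), and 1 rose and 3 fell adjusted over the list alone. With the block 1 rose and 4 fell. The median was -0.17 at a minimum of 5 TPM and -0.18 without CD11c loMincle lo replicate 3, where the call was lost (adjusted p = 0.124). Of these genes 6 are also in the resident Kupffer cell list, 11 in the KC signature and 10 in the moKC signature. The phagocytic receptor gene Axl was at 618 ± 8.55 against 638 ± 48.4 TPM and Msr1 at 330.3 ± 28.0 against 372 ± 44.4 TPM. The 13 complement genes had a median of -0.08 (adjusted p = 0.0368, and adjusted p = 0.322 with an estimated correlation), with 0 rising and 1 falling adjusted over the list alone and 2 falling with the block. The complement call was lost without the trend (adjusted p = 0.167), with voom (0.0767), without CD11c hiMincle hi replicate 1 (0.182, median -0.06) and without CD11c loMincle lo replicate 3 (0.176, median -0.04). Without CD11c loMincle lo replicate 2 its median was -0.15. The KC signature holds 7 of these genes. C1qb was at 899 ± 20.2 against 946 ± 78.1 TPM and C1qa at 646 ± 14.3 against 707 ± 52.9 TPM. The 15 proinflammatory cytokine genes had a median of -0.16 (adjusted p = 0.0368, and adjusted p = 0.322 with an estimated correlation), with 0 rising and 3 falling adjusted over the list alone and 2 falling with the block. The cytokine call was lost without the trend (adjusted p = 0.0945), with voom (0.0741) and with quality weights (0.0521). It was also lost without CD11c hiMincle hi replicate 2 (0.0823), CD11c hiMincle hi replicate 3 (0.0730) or CD11c loMincle lo replicate 1 (0.179, median -0.10), and the median was -0.09 without CD11c loMincle lo replicate 3. Il1b, which encodes interleukin-1 beta, was at 692 ± 24.2 against 773 ± 60.5 TPM and Osm at 277 ± 23.1 against 260.0 ± 14.5 TPM.

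The other 8 functional lists did not pass. The 13 MHC class II genes had a median of -0.04 and 0 called genes, with 0 rising and 1 falling adjusted over the list alone and 1 falling with the block. The list missed the threshold at adjusted p = 0.0533 and passed at adjusted p = 0.0392 with the block, but not at adjusted p = 0.409 with an estimated correlation and the block. Its median ran from -0.08 to -0.02 with 1 library left out. It also passed downward with size factors (adjusted p = 0.0472), with quality weights (0.0252), without CD11c hiMincle hi replicate 2 (0.00187) and without CD11c loMincle lo replicate 3 (0.0353). H2-Ab1 was at 943 ± 50.1 against 952 ± 39.1 TPM. The 16 cholesterol efflux genes had 0 called genes, with 1 rising and 0 falling adjusted over the list alone (list adjusted p = 0.0566), Apoe being at 707 ± 17.4 against 756 ± 55.8 TPM and the acid lipase gene Lipa at 652 ± 15.3 against 555 ± 33.9 TPM (adjusted p = 0.0358 with the block). The efflux list passed upward with voom (adjusted p = 0.0453) and without CD11c loMincle lo replicate 3 (0.00646). Of 18 fibrosis-associated secreted factors 3 rose (Vegfa, Fn1 and Lgals3), 0 fell and 15 did not pass, with 4 rising and 1 falling adjusted over the list alone. Its median was -0.06 while camera pointed upward (adjusted p = 0.169). With 1 library left out the median ran from -0.12 to 0.10, and with the block 4 rose and 1 fell. Of 22 vessel development genes 3 rose, 0 fell and 19 did not pass. This list had 5 rising and 2 falling adjusted over the list alone and a median of -0.03 against a mean of 0.05 (adjusted p = 0.290). Its median ran from -0.25 to 0.06 with 1 library left out, and 3 rose and 1 fell with the block. The rises were Vegfa and the semaphorin receptor genes Plxnd1 (87.6 ± 11.1 against 34.8 ± 1.13 TPM) and Nrp2 (85.1 ± 17.3 against 41.5 ± 2.96 TPM). Of 17 Kupffer cell transcription factor genes 1 rose (Bhlhe40), 2 fell (Irf7 and Id1) and 14 did not pass. It had 1 rising and 3 falling adjusted over the list alone and a median of 0.05 against a mean of -0.05 (adjusted p = 0.828). Its median ran from -0.00 to 0.05 with 1 library left out, and 2 rose and 3 fell with the block. The 17 iron and heme genes had 0 called genes, with 4 rising and 3 falling adjusted over the list alone, a median of 0.07 and a mean of -0.07 (adjusted p = 0.172). With 1 library left out that median ran from 0.02 to 0.12. The iron list passed upward without CD11c loMincle lo replicate 3 (adjusted p = 0.0237). With the block 1 rose and 2 fell, and the iron transporter gene Slc11a1 was at 646 ± 26.0 against 595 ± 28.3 TPM. The 5 EGR family genes and the 18 unfolded protein response genes had 0 called genes in either model and over the list alone (list adjusted p = 0.182 and 0.962), with the corepressor gene Nab2 at 70.4 ± 5.01 against 83.4 ± 4.98 TPM and the chaperone gene Hspa5 at 477 ± 39.3 against 479 ± 10.4 TPM.

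The list of resident Kupffer cell markers passed downward, although Tim4-positive cells had been gated out of both sorts. Of 15 genes 1 fell (Fcna), 0 rose and 14 did not pass, while 10 fell and 0 rose with the block, and 11 fell and 0 rose adjusted over the list alone. The median log2 fold change was -1.23 (camera adjusted p = 4.07e-09, and adjusted p = 0.772 with an estimated correlation). It was -2.16 with a pseudocount of 0.1 or with voom. The call was lost with fry (adjusted p = 0.578) and held with fry and the block (adjusted p = 0.0160). Vsig4, the complement receptor of resident macrophages, was at 69.8 ± 56.2 against 328 ± 104 TPM (adjusted p = 0.0608, and 0.00381 with the block). The KC signature holds 12 of these 15 genes and the moKC signature 11, so these lists share the difference. Plasmacytoid dendritic cell markers passed too, with 0 of 9 genes called and 0 rising and 2 falling adjusted over the list alone (adjusted p = 0.0438, and adjusted p = 0.772 with an estimated correlation). With the block 2 fell. This call was lost with a pseudocount of 0.1 (adjusted p = 0.0849), a minimum of 5 TPM (0.0504), size factors (0.0553), no trend (0.229), 10 estimated reads (0.0508), voom (0.219) or fry (0.578). It was also lost without CD11c hiMincle hi replicate 1 (0.158), CD11c loMincle lo replicate 2 (0.149) or CD11c loMincle lo replicate 3 (0.233), and its median was -0.83 without CD11c loMincle lo replicate 1. Their most abundant member Bst2 (299.6 ± 18.5 against 376 ± 24.0 TPM; adjusted p = 0.0348 with the block) is also an interferon-response gene.

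The other 15 lists of cell type markers did not pass camera in the main model. Of 6 erythroid genes 0 were called in either model and over the list alone (adjusted p = 0.684). With the block the list passed downward at adjusted p = 0.0106, but not at adjusted p = 0.487 with an estimated correlation and the block. The globin gene Hbb-bs was at 49.3 ± 44.7 against 72.6 ± 59.8 TPM. Of 15 stellate cell and fibroblast genes 0 rose, 1 fell (Dcn, 76.0 ± 5.86 against 119.7 ± 8.43 TPM) and 14 did not pass, with 1 rising and 3 falling adjusted over the list alone (list adjusted p = 0.270). With the block 1 rose and 2 fell. Of 12 classical monocyte genes 1 rose (Fn1), 1 fell (Ms4a4c, 104 ± 8.41 against 194 ± 35.0 TPM) and 10 did not pass, with 2 rising and 2 falling adjusted over the list alone (list adjusted p = 0.898). Plac8 was at 45.2 ± 25.9 against 136 ± 38.1 TPM (adjusted p = 0.0150 with the block, where 1 rose and 2 fell). Of 14 patrolling monocyte genes 2 rose (Fabp4 and Ear2), 0 fell and 12 did not pass, with 3 rising and 5 falling adjusted over the list alone and 3 rising and 3 falling with the block (list adjusted p = 0.904). Of 16 genes of type 2 and mature dendritic cells 1 rose (Itgax), 0 fell and 15 did not pass, with 2 rising and 0 falling adjusted over the list alone and a median of -0.05 against a mean of 0.06 (list adjusted p = 0.392). The median ran from -0.30 to 0.44 with 1 library left out, and 2 rose with the block. Of 11 genes of type 1 dendritic cells 0 were called, and 0 over the list alone (list adjusted p = 0.351), with Irf8 at 326 ± 19.6 against 356 ± 12.8 TPM.

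Lists of lymphocyte, granulocyte and tissue markers had their lowest medians in replicate 1 of both groups. Of 14 T cell genes 1 rose (Il7r), 0 fell and 13 did not pass, and 1 rose and 0 fell adjusted over the list alone (list adjusted p = 0.963), with Trac at 34.0 ± 43.4 against 49.2 ± 56.2 TPM. Of 11 B cell and plasma cell genes 0 rose, 1 fell (Bank1, 32.6 ± 10.1 against 94.0 ± 21 TPM) and 10 did not pass, and 0 rose and 1 fell adjusted over the list alone (list adjusted p = 0.577). Of the 11 NK cell genes, 14 neutrophil genes, 10 cholangiocyte genes, 18 sinusoidal endothelial genes, 21 hepatocyte genes, 6 platelet genes and 4 eosinophil, basophil and mast cell genes, 0 were called in the main model. The adjusted p of these lists were, in that order, 0.577, 0.684, 0.963, 0.898, 0.392, 0.624 and 0.963. Adjusted over the list alone 1 neutrophil gene rose (Mmp8, 67.1 ± 6.93 against 35.9 ± 9.08 TPM) and 0 genes of the other 6 lists changed. The neutrophil and mast cell lists had medians of -0.11 and -0.21 while camera pointed upward. With 1 library left out these medians ran from -0.72 to 0.67 and from -0.82 to 0.46. With the block 1 neutrophil gene rose, and 1 gene each of the NK cell, endothelial and platelet lists fell. The most abundant members of these 7 lists were, in the same order, Ccl5 (197 ± 106 against 224 ± 122 TPM), Csf3r (217 ± 9.45 against 231 ± 14.9 TPM), Spp1, Fcgr2b (242 ± 12.8 against 204 ± 22.1 TPM), Alb (431 ± 150.4 against 431 ± 79.7 TPM), Pf4 (231 ± 52.1 against 336 ± 60.4 TPM; adjusted p = 0.00462 with the block) and Siglecf. Macrophages also express several of these. Without CD11c loMincle lo replicate 1, the lists of B cells (adjusted p = 0.0160), T cells (0.0351), NK cells (0.0160), type 1 dendritic cells (0.0111), erythroid cells (0.0223), stellate cells (0.0351), hepatocytes (0.0111) and endothelial cells (0.0223) passed downward. Without CD11c hiMincle hi replicate 1 the lists of type 2 dendritic cells (0.0319) and neutrophils (0.0362) passed upward, and without CD11c hiMincle hi replicate 2 that of hepatocytes (4.66e-08) passed downward.

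**Figure D4:**
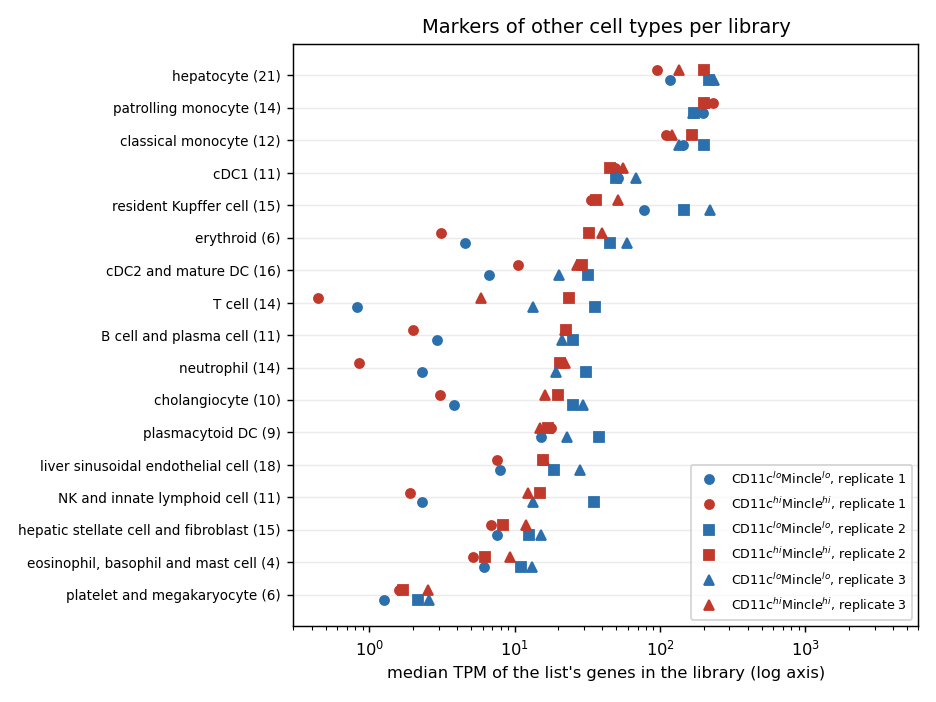
Median TPM of the genes of each list of other cell type markers in each of the 6 libraries, on a log axis, with the number of measured genes in parentheses. Circles are replicate 1, squares replicate 2 and triangles replicate 3. T cell markers were at a median of 0.446 and 0.824 TPM in the libraries of replicate 1 and at 5.87 to 35.6 TPM in the others.

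The technical lists held 0 called genes in the main model. The 46 cytosolic ribosomal protein genes had a median log2 fold change of -0.07, with 0 rising and 0 falling in either model and adjusted over the list alone. The list passed camera at adjusted p = 0.000266, which was lost at adjusted p = 0.637 with an estimated correlation and at 0.334 with fry, and Rpl4 was at 504 ± 2.15 against 512 ± 23.8 TPM. The 20 immediate early and dissociation response genes had a median of -0.02 and 0 called genes over all genes or over the list alone, with 1 falling with the block (list adjusted p = 0.388). Fos was at 727 ± 12.4 against 746 ± 60.3 TPM and Junb at 703 ± 6.46 against 706 ± 56.4 TPM.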

Values the study reported

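The study sorted the subsets by CD11c and Mincle after 7 weeks of CDA-HFD. A figure legend of the study gives 87 genes for its moKC signature and 527 for its hLAM signature. The study took an FDR below 0.25 as significant in its gene set enrichment analysis. For these subsets that analysis placed hLAM markers with CD11c hiMincle hi and moKC markers with CD11c loMincle lo macrophages. By qPCR the study found several hLAM and moKC markers to differ in the same directions. In a different comparison, of macrophages with and without Egr2, it reported 397 genes upregulated and 123 downregulated in the Egr2-deficient cells, with 13,366 unchanged.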

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

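The alternatives with 10 estimated reads, voom, both libraries of a number left out, and camera with both an estimated correlation and the block were chosen after seeing the data. No gene called in both the main model and an alternative had opposite signs in them, and the median of all genes moved by no more than 0.02 on the log2 scale. The 127 rises and 75 falls stayed within 1.5 times with a pseudocount of 0.1 or 5, a minimum of 5 TPM, median-ratio size factors, library quality weights, or 10 estimated reads (157 and 108). No filter removed no gene, and the rescaling without mitochondrially encoded genes was not run, as 0 were listed. The counts were 8 and 11 without the trend, 45 and 22 with voom, 53 and 33 with a 2-fold minimum, 275 and 289 with the replicate block, and 367 and 438 with the block and 10 estimated reads. Besides the calls given above, the block changed no camera call of a list. With fry it changed the calls given below and that of the gate genes (adjusted p = 0.179 without the block and 0.0191 with it). Leaving out 1 library gave 4 to 41 rises and 2 to 53 falls. The counts were 4 and 2 without CD11c hiMincle hi replicate 1, 16 and 9 without CD11c hiMincle hi replicate 2, 41 and 53 without CD11c hiMincle hi replicate 3, 28 and 8 without CD11c loMincle lo replicate 1, 37 and 13 without CD11c loMincle lo replicate 2, and 30 and 8 without CD11c loMincle lo replicate 3. With limma, 0 and 0 passed without both libraries of replicate 1, 0 and 0 without those of replicate 2, and 1 and 7 without those of replicate 3, with 1479, 1729 and 1558 genes at an unadjusted p under 0.05. These fits had fewer libraries. For the other alternatives the cause was not tested.

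The hLAM signature passed in 21 of 22 alternatives (medians 0.26 to 0.35), the moKC signature in 22 of 23 (-0.20 to -0.13), the SAM signature in 19 of 22 (0.02 to 0.11) and the KC signature in 19 of 22 (-0.20 to -0.09). Of these alternatives 18, 19, 18 and 18, in that order, kept the preset correlation of camera, so they do not test it. With that preset all 4 signatures passed in 5 of 10 splits of the libraries, the real split among them. With an estimated correlation all 4 missed the threshold, at adjusted p = 0.0619, 0.15, 0.248 and 0.246. With an estimated correlation and the block SAM (0.413) and KC (0.111) missed it. The KC signature missed it with fry (adjusted p = 0.0588), and the SAM signature without CD11c loMincle lo replicate 2, at a median of 0.017 (adjusted p = 0.0927). With fry and the block the KC signature passed (adjusted p = 0.0133) and the SAM signature missed the threshold (0.120, against 0.0498 with fry alone). Adjusted p ranged from 1.67e-34 to 0.0619 for hLAM, 7.35e-21 to 0.15 for moKC, 2.66e-07 to 0.413 for SAM and 1.36e-20 to 0.246 for KC. Of the 26 functional lists 18 passed, and 0 with an estimated correlation, with or without the block. With fry 7 of the 18 passed, namely actin and S100, lipid uptake, matrix proteases, cholesterol synthesis, Nrf2, interferon and chemokines. It lost glycolysis (adjusted p = 0.271), cell cycle (0.278), oxidative phosphorylation (0.0723), BMP, TGF-beta and Notch (0.0723), fatty acid oxidation (0.105), lysosome (0.0771), coagulation (0.0836), hypoxia (0.0969), scavenging (0.214), complement (0.297) and cytokines (0.244). Fry with the block also lost lipid uptake (adjusted p = 0.0509), cholesterol synthesis (0.0549) and chemokines (0.0890). BMP, TGF-beta and Notch, scavenging and the EGR family, which camera had not called, then passed, each at adjusted p = 0.0194. Lists whose call changed in a gene-level alternative are named beside their results, and 10 estimated reads with the block changed the same calls as the block. Of the 17 lists of other cell types 2 passed, and 1 with a pseudocount of 0.1, a minimum of 5 TPM, size factors, no trend, 10 estimated reads, or voom. With an estimated correlation 0 passed, with or without the block. With fry 0 passed without the block, and with the block the resident Kupffer cell list passed (adjusted p = 0.0160). Leaving out 1 library gave 1 to 10 of the 17 lists, with 10 without CD11c loMincle lo replicate 1 and 1 without CD11c loMincle lo replicate 2 or CD11c loMincle lo replicate 3. The causes of these changes were not tested. Of 207 named genes 63 lost their call without the trend and 35 of 206 with voom, while 28 gained one with the block. With 1 library left out, 27 to 62 of the named genes lost their call. Genes with few reads limit the rest, since 9 of the 202 calls had under 10 estimated reads and 6 had no estimate.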

Other observations

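In this part, 4 gene lists and the tests of duplicate removal, of Kupffer cell genes in replicate 3 and of markers in replicate 1 were chosen after the results were seen, while the counts of splits were planned. The 4 lists were composed around genes already called, so their counts are not independent evidence. All 11 measured genes of the HIN-200 family, interferon-inducible DNA sensors, lay lower in CD11c hiMincle hi macrophages, with a median log2 fold change of -0.50. They lie within 681 kb of chromosome 1, from 173350879 to 174031810, and near-identical members could share reads. Ifi204 (209.8 ± 14.6 against 283 ± 6.17 TPM), Ifi206 (40.8 ± 9.90 against 91.8 ± 2.80 TPM), Ifi208 (6.71 ± 2.75 against 32.9 ± 6.25 TPM) and Ifi209 (108 ± 4.46 against 152 ± 12.5 TPM) fell, and 9 fell with the block. The list had an adjusted p of 0.00728 over the 4 lists with an estimated correlation, and 0.117 with an estimated correlation and the block. Of 14 genes typical of homeostatic microglia, 13 lay lower, and the purinergic receptor gene P2ry12 (44.2 ± 16.8 against 125 ± 17.7 TPM) and Fcrls (44.6 ± 25.5 against 187 ± 47.7 TPM) fell, with 7 falling with the block. Tmem119 was at 220.3 ± 43.7 against 372 ± 38.7 TPM (adjusted p = 0.0531, and 0.00354 with the block), and the list had an adjusted p of 0.0733 with an estimated correlation.

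Of 19 osteoclast and cell fusion genes 2 rose, Dcstamp (164 ± 50.9 against 27.7 ± 15.7 TPM) and Ctsk (141 ± 20.9 against 28.5 ± 12.4 TPM), and 4 rose with the block. Mitf, a transcription factor of osteoclasts, was at 89.7 ± 9.69 against 52.5 ± 8.23 TPM (adjusted p = 0.0502, and 0.0181 with the block), while Nfatc1, the master regulator of osteoclasts, was at 83.8 ± 9.68 against 81.5 ± 7.53 TPM (adjusted p = 0.946). The list had an adjusted p of 0.0327 with an estimated correlation, and 0.117 with an estimated correlation and the block. Of 11 plexin and neuropilin genes, the receptors of semaphorins, Plxna1 (96.1 ± 14.1 against 45.4 ± 5.21 TPM), Plxnc1 (66.5 ± 4.13 against 34.5 ± 1.43 TPM), Plxnd1 (87.6 ± 11.1 against 34.8 ± 1.13 TPM) and Nrp2 (85.1 ± 17.3 against 41.5 ± 2.96 TPM) rose, and Plxna4 (1.01 ± 0.0780 against 8.30 ± 1.97 TPM) fell. This list had an adjusted p of 0.0733 with an estimated correlation. Plasma cell transcripts stood out in single libraries, with Igha at 60.2 and 58.5 TPM and Jchain at 24.4 and 22.1 TPM in CD11c hiMincle hi replicates 2 and 3, and at most 0.605 and 0.850 TPM in the other 4 libraries.

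Abundant hLAM genes such as Spp1 differed little between the groups. The 12 hLAM signature genes above 400 TPM had a median log2 difference of 0.12, against 0.35 for the other 73 with a length. Removal of duplicates limits the reads that can start at each base, so it could hold abundant genes level. If so, the slope of log2 TPM on the log2 worth of 1 read would be near 1, and its median was 0.497 (0.450 to 0.566 over random gene draws) above 400 TPM, at the bound of 0.5 set for it, against -0.26 at 50 to 100 TPM and 0.75 over the 17 genes above 700 TPM, a bin added later. Corrected to an assumed ceiling of 2 reads per base, the median of the abundant members was 0.19, against 0.37 for the others. The transcript Gm23935 stood above that ceiling, at 2.19 to 2.35 estimated reads per base, so the corrected medians are rough. The median slope rose with level, being -0.34 at 20 to 50 TPM, -0.05 at 100 to 200 TPM and 0.18 at 200 to 400 TPM. A ceiling that acts in part would also give a slope that rises with level but stays under 1. How much of the small differences comes from reads lost to duplicate removal, and how much is real, cannot be told apart at an assumed ceiling. For these abundant genes a missed threshold is therefore not evidence of equal levels.

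Kupffer cell genes were higher in CD11c hiMincle hi replicate 3 than in the other CD11c hiMincle hi libraries. Carry-over of CD11c loMincle lo cells would move all genes that part the groups by the same share. Over 82 such genes outside the resident Kupffer cell and KC lists, CD11c hiMincle hi replicate 3 lay 26.6% (quartiles 14.0% to 40.3%) of the way to the CD11c loMincle lo level. Over 9 resident Kupffer cell genes it lay 30.3% of the way. Both shares may come from such carry-over. Outside these lists CD11c hiMincle hi replicates 1 and 2 lay at 1.31% (6 genes) and -5.86% (24 genes), but these shares are not independent controls. Each library was measured from the mean of the other 2, so replicate 3 lowered the shares of replicates 1 and 2. Genes were also chosen without the tested library, which can by itself move that library towards the other group. Of 6 named genes, Irf7 at 20.1%, Ctsk at 17.1% and Fabp5 at 14.7% went with carry-over, while Itgax at 1.43%, F7 at 7.47% and Klra2 at -2.23% went against it. Irf7 is itself in the KC and moKC signatures, so it cannot tell carry-over from more Kupffer cell transcripts. The CD11c loMincle lo library of replicate 3 was also highest in 12 of 15 resident Kupffer cell genes among the CD11c loMincle lo libraries, against 5 by chance, so that more Kupffer cell transcripts in both sorts of this replicate stay open too, and no biological explanation was tested.

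Markers of other cell types were low in both libraries of replicate 1. All 11 lists of lymphocyte, granulocyte, erythroid, platelet, epithelial, endothelial, stromal and hepatocyte markers had their lowest median in replicate 1 in both groups, although the gate removed T, B and NK cells and granulocytes. The pattern was not particular to these lists. It also held for resident Kupffer cell markers (33.7 and 77.7 TPM in replicate 1), the type I interferon response (80.8 and 125 TPM), complement and cell cycle. Lower depth is argued against, since CD11c hiMincle hi replicate 1 had 7.81 M estimated reads and was not the shallowest of its group. Fewer stray cells of other types in both sorts of replicate 1 may account for the low lists of other cell types. The same libraries would then hold fewer lymphocyte and neutrophil transcripts in either group. No biological explanation was tested.

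Other splits of the 6 libraries into groups of 3 were fitted in the same way. With 10 splits no share under 0.05 can be reached, nor with the 4 splits that part all 3 pairs. In 1 of 10 splits, the real one, the count of genes reached 202, and the highest other was 2. With the block it was 1 of 4, with 564 genes and 0 in the others. The 4 signature lists all passed in 5 of 10 splits, and the highest other was 4. The 18 functional lists were reached in 1 of 10, with 13 as the highest other. The 2 lists of other cell types were reached in 7 of 10 splits, with 13 as the highest other. That count came from splits that put both replicate 1 libraries on the same side, a structure of the samples apart from the groups. The absolute median of the hLAM signature was 0.28 in the real split and at most 0.18 in the others, and that of the moKC signature 0.16 and at most 0.13, each in 1 of 10.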
